# DNA damage activates a complex transcriptional response in murine lymphocytes that includes both physiological and cancer-predisposition programs

**DOI:** 10.1186/1471-2164-14-163

**Published:** 2013-03-12

**Authors:** Cynthia L Innes, Jill E Hesse, Stela S Palii, Beth A Helmink, Abigail J Holub, Barry P Sleckman, Richard S Paules

**Keywords:** miR-155, B cells, Ionizing radiation, DNA damage, Double strand breaks, Transcriptome profiles

## Abstract

**Background:**

Double strand (ds) DNA breaks are a form of DNA damage that can be generated from both genotoxic exposures and physiologic processes, can disrupt cellular functions and can be lethal if not repaired properly. Physiologic dsDNA breaks are generated in a variety of normal cellular functions, including the RAG endonuclease-mediated rearrangement of antigen receptor genes during the normal development of lymphocytes. We previously showed that physiologic breaks initiate lymphocyte development-specific transcriptional programs. Here we compare transcriptional responses to physiological DNA breaks with responses to genotoxic DNA damage induced by ionizing radiation.

**Results:**

We identified a central lymphocyte-specific transcriptional response common to both physiologic and genotoxic breaks, which includes many lymphocyte developmental processes. Genotoxic damage causes robust alterations to pathways associated with B cell activation and increased proliferation, suggesting that genotoxic damage initiates not only the normal B cell maturation processes but also mimics activated B cell response to antigenic agents. Notably, changes including elevated levels of expression of *Kras* and mmu-miR-155 and the repression of *Socs1* were observed following genotoxic damage, reflecting induction of a cancer-prone phenotype.

**Conclusions:**

Comparing these transcriptional responses provides a greater understanding of the mechanisms cells use in the differentiation between types of DNA damage and the potential consequences of different sources of damage. These results suggest genotoxic damage may induce a unique cancer-prone phenotype and processes mimicking activated B cell response to antigenic agents, as well as the normal B cell maturation processes.

## Background

Double strand (ds) DNA breaks are generated in a variety of ways from both genotoxic and physiologic sources. In developing lymphocytes one source of physiological double strand breaks (DSBs) is the process of V(D)J recombination that is utilized to generate rearranged antigen receptor genes [1,2]. This process is initiated by RAG endonucleases while the lymphocytes are in the G1 phase of the cell cycle. These breaks are necessary to create the vast diversity seen in lymphocyte antigen receptors. In addition to physiologic breaks, lymphocytes are exposed to a variety of genotoxic damage from exogenous sources. One such damage source is ionizing radiation (IR), which can be generated from both natural and man-made sources including radon gas and medical devices and procedures. Ionizing radiation can cause DSBs, as well as other DNA lesions, and has been shown to disrupt many cellular functions. Failure to properly repair this damage can lead to detrimental health effects, such as uncontrolled cell death and cancer formation. The normal response to dsDNA breaks includes the activation of multiple transcriptional pathways that can lead to cell cycle arrest at specific checkpoints, DNA repair, or death of the affected cells [3,4]. These genome wide transcriptional responses are very tightly regulated and complex. They also differ between different cell types [5], possibly depending on different sensitivities to DNA damage in general and to different cellular functionalities.

Here we compare the response of developing B cells to both physiologic and genotoxic DSBs. In a previous study we showed that physiological DNA DSBs induced in the G1 phase of the cell cycle by the RAG endonuclease-associated process of V(D)J recombination activated a broad transcriptional profile with many regulated genes involved in diverse processes important for lymphocyte development [6]. While it is known that genotoxic agents, such as IR, activate transcriptional programs involved in maintaining the integrity of the genome, we also want to investigate whether or not the genotoxic breaks could affect lymphocyte-specific maturation transcriptional responses similar to those we observed following RAG-induced physiological DSBs. By comparing the transcriptional responses to both types of DNA damage, we can compare the similarities in the responses to damage as well as the differences induced by genotoxic damage. Similarities in the responses could indicate that genotoxic DNA breaks are potentially disrupting normal cellular functions that occur in developing B cells, thus corrupting these developmental processes. Elucidation of the similarities and differences in these responses may lead to a greater understanding of the cellular mechanisms involved in lympho-proliferative cancer formation and lymphocyte maturation.

In this study we highlight that genotoxic DNA damage not only activates a lymphocyte-specific transcriptional response but also activates a potentially hazardous transcriptional profile that includes a set of genes and pathways indicative of a cancer-predisposition.

## Results

### Ionizing radiation induces a broad transcriptional program in wild type murine pre-B cells

Utilizing Affymetrix whole mouse genome gene expression microarrays, we collected gene expression data from viral (v)-Abl kinase-transformed pre-B cell lines that were generated from multiple WT mice expressing an Eμ-Bcl2 transgene. Treatment of these pre-B cell lines with the Abl kinase inhibitor, STI-571, leads to a block in the G1-to-S cell cycle transition [6]. 

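The 3 cell lines were derived independently from WT mice, and each gave 1 mock-irradiated array (0 Gy) and 1 array of cells irradiated with 1 Gy, so that 3 arrays per dose were compared. The v-Abl kinase keeps lymphocyte precursors dividing at the pre-B stage, and STI-571 (imatinib) blocks that kinase. The lines carry an Eμ-Bcl2 transgene, whose product counters apoptosis. Cells were held in 3 μM STI-571 for 48 hours, irradiated at 0.72 Gy per minute and collected 2 hours later. Total RNA was hybridised to the Mouse 430 2.0 array, on which a probe set, a group of short probes mostly near the 3' end of a transcript, gives 1 signal. The paper names the One-Cycle protocol for the amplification of the RNA and the submitters' labels name the IVT Express kit. The values deposited by the authors are linear signals, for which the submitters' processing notes name MAS5. Each array's mean, without the lowest and highest 2% of probe sets, is 500, and the values are not quantile normalized. The RMA background correction and quantile normalization of the paper's own analysis are therefore not part of the values used here. Of 45037 probe sets without controls, 41.7% to 43.8% reached a signal of 100 on an array, and median signals were 51.9 to 59.6. The 21762 probe sets at 100 or above on at least 1 array were tested on the log2 scale with limma, 1 Gy against 0 Gy, and an adjusted p under 0.05 counted as a change. A gene was represented by its brightest probe set with 1 gene name, which gave 9678 genes. For genes that the paper names, the brightest probe set listed in Additional file 1 was taken, of which 1996 of 2459 rows were used here. The number of arrays limits the precision of every value. The ratio of 3' to 5' signal of the beta-actin controls, a sign of RNA quality, was 1.45 ± 0.05 (SD, n = 3) on the mock arrays and 1.32 ± 0.06 on the irradiated arrays, lower in 3 of 3 lines (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow). For Gapdh, the ratio was 0.820 ± 0.071 and 0.793 ± 0.008 (exact p = 0.9).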

Cells blocked at the G1-to-S transition with STI-571 were evaluated for their gene expression response to mock treatment or exposure to 1 Gy ionizing radiation (GEO accession GSE36530). The purpose of arresting these cells is to ensure that the cells are in the same phase of the cell cycle as the RAG-induced physiologic response to ensure that similar DNA damage repair processes would be available under both IR and physiologic conditions. We recognize that this will negate detection of some of the gene expression patterns normally identified in logarithmically growing cells that are associated with cell cycle arrest and DNA damage response changes following exposure to IR. In our previous study we provided evidence that the RAG DSB gene expression changes observed in the Abl kinase-transformed cell lines was very similar to that of primary cells. We expect the same to be the case for the IR response. In order to identify significant changes in gene expression after IR-induced DNA damage, we utilized a combination of *t*-test generated p-values and fold change cut-offs (p ≤ 0.05; Fold Change (FC) ≥ ± 1.5) based on global gene expression analysis of 3 WT pre-B cell lines exposed to 0 or 1 Gy IR. We identified 1940 probes that were significantly changed after IR exposure (Additional file 1, column D). 

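Irradiated pre-B cells differed from mock-irradiated cells in 975 of the 21762 probe sets, of which 419 rose and 556 fell (adjusted p under 0.05, limma). These represent 204 genes that rose and 310 that fell. The 10 genes with the largest log2 fold changes upward were Cd83, Sema7a, Ier3, the miR-155 host gene Mir155hg, Maff, Dusp8, Stx11, Traf1, Map3k8 and Pgm5. Sema7a, a semaphorin anchored in the cell membrane, rose from a signal of 88.1 ± 67.3 to 1722 ± 655 (SD, n = 3 lines), a log2 fold change of 4.47 (standard error 0.56, adjusted p = 0.0235 from limma). Dusp8, a phosphatase of MAP kinases, rose by 3.64 on the log2 scale (adjusted p = 0.0103). The 10 with the largest log2 fold changes downward were Fam110a, Socs1, Dck, Susd3, Slain1, Rgs14, Slc16a1, Rag2, Glrx and Trim14. Dck, the deoxycytidine kinase of nucleoside salvage, fell from 5402 ± 1797 to 929 ± 289.8 (log2 fold change -2.53, standard error 0.34, adjusted p = 0.0258 from limma). Slc16a1, a lactate and monocarboxylate transporter, fell from 12347 ± 1682 to 2425 ± 897 (log2 fold change -2.42), and Glrx, the thiol reductase glutaredoxin, from 1886 ± 20.2 to 362 ± 39.1 (log2 fold change -2.39). All 975 probe sets moved in the same direction in 3 of 3 lines and by at least 1.5-fold, 697 of them by at least 2-fold. The mock signals of 8 of the 10 upward genes averaged under 100, as did Fam110a after 1 Gy (7.36 ± 7.86). With signals under 100 set to 100, a floor chosen after the values were seen, the log2 fold changes were 3.79 for Sema7a, 2.50 for Dusp8 and -0.31 for Fam110a, which no longer passed the test. The floor also changes which genes are among the 10, since Dusp8, Ier3 (2.55), Traf1 (1.82) and Pgm5 (1.19) then lie below Icam1 (3.22) and Hspa1b (3.13), and downward Socs1 (-1.72) changes less than Mapk14 (-1.80) and Rag1 (-1.77). With the cell line as a block, 3974 probe sets changed, 1475 higher and 2499 lower, and these include all 975. After each array was scaled to a common median, 368 rose and 274 fell. Without the filter on dim probe sets 1 rose and 0 fell by limma (5391 at an unadjusted p under 0.05). With the filter, the methods' test after Benjamini-Hochberg adjustment called 352. Fewer arrays gave far fewer calls, with 120 probe sets without the replicate 1 mock array, 10 without the replicate 1 irradiated array, 56 without the replicate 3 mock array and 13 without the replicate 3 irradiated array. Without the mock or the irradiated array of replicate 2, limma called 0 probe sets, and 3748 and 4283 had an unadjusted p under 0.05.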

Using Ingenuity Pathway Analysis (IPA) [7] and Gene Set Enrichment Analysis (GSEA) [8], we identified a broad range of pathways and gene families with significant responses to induction of genotoxic DNA damage. 

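Many NF-κB genes rose after 1 Gy, and none fell. Of 35 measured genes of the NF-κB pathway and its targets, 15 rose and 0 fell (24 and 0 when adjusted over the list alone), by limma. At an unadjusted p under 0.05, 25 were higher and 0 lower. Among them, Cd83, a surface marker of activated lymphocytes and dendritic cells, rose from 80.2 ± 38.5 to 1961 ± 795 (SD, n = 3 lines), and the early response gene Ier3 from 32.5 ± 14.2 to 589 ± 62.1. Their log2 fold changes were 4.63 (standard error 0.46, adjusted p = 0.0164 from limma) and 4.26 (standard error 0.31, adjusted p = 0.00957). Stx11, a syntaxin of vesicle fusion, rose by 3.63 and Traf1, an adaptor of TNF receptors, by 3.61 on the log2 scale. All 4 had mean mock signals under 100, and with the floor of 100 their log2 fold changes were 4.10, 2.55, 3.26 and 1.82. Chosen after their values were seen, 2 inhibitors of the pathway itself rose from higher signals, Tnfaip3 (A20) from 1508 ± 51.3 to 8698 ± 936 and Nfkbie (IκBε) from 5419 ± 448 to 21650.5 ± 1917. As a set, the list stood above other genes (camera in limma, adjusted p = 1.50e-19, and adjusted p = 0.0187 with an estimated correlation). It was fixed with knowledge of the study's figures, and holds Cd40, Cd69, Icam1, Nfkb2 and Relb, which the study chose on these samples. Of 15 measured cytokine and chemokine genes, 1 rose and 0 fell, counts unchanged when adjusted over the list alone, and 4 and 0 had an unadjusted p under 0.05 (limma). The 1 that rose was Il12a, the smaller subunit of interleukin 12, from 1806 ± 512 to 4602 ± 736. The cytokine set stood above other genes with the preset correlation (adjusted p = 0.0281, limma) and not with an estimated one (adjusted p = 0.358), nor without the replicate 2 mock array (0.0601) or the replicate 3 irradiated array (0.0949). With the cell line as a block, 27 NF-κB members and 6 cytokine genes were higher and 0 lower. Without single arrays, the NF-κB members called higher numbered 7 (replicate 1 mock), 2 (replicate 1 irradiated), 0 (either array of replicate 2), 7 (replicate 3 mock) and 2 (replicate 3 irradiated), with 23 to 26 at an unadjusted p under 0.05, and 0 cytokine genes were called, with 3 to 5.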

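Genes that p53 is known to activate mostly had higher signals after irradiation, and few passed the test. Of 30 measured p53 target genes, 2 rose and 1 fell (10 and 2 when adjusted over the list alone). Aen, a nuclease linked to apoptosis, rose from 1968 ± 555 to 4914 ± 470.0 (SD, n = 3 lines), a log2 fold change of 1.35 (standard error 0.23, adjusted p = 0.0383 from limma), and Polk, a translesion DNA polymerase, rose from 1644 ± 318 to 3414 ± 141 (1.07 on the log2 scale). Rrm2b, a ribonucleotide reductase subunit that p53 can induce, fell from 3329 ± 637 to 1122 ± 67.1, a log2 fold change of -1.55 (standard error 0.19, adjusted p = 0.0217 from limma). The 5 best known targets plotted beside them were chosen after their values were seen. The log2 fold changes were 1.23 for Cdkn1a, the cell cycle inhibitor p21 (adjusted p = 0.165 from limma), 1.15 for the cyclin G gene Ccng1 (0.0609) and 0.66 for Mdm2, the ubiquitin ligase of p53 (0.0506). For the proapoptotic genes Bbc3 (PUMA) and Pmaip1 (NOXA), they were 1.08 (0.0980) and 1.58 (0.455). Each of the 5 was higher in 3 of 3 lines. Lines differed most in Pmaip1, with mock signals of 1289, 259 and 2804. With the cell line as a block, all 5 passed the test (adjusted p of 0.0161, 0.0277, 0.0317, 0.0380 and 0.0156 in the same order), and 13 members rose and 4 fell. As a set, p53 targets stood above other genes with the preset correlation (camera in limma, adjusted p = 8.20e-04) and not with an estimated one (adjusted p = 0.358). Without any 1 of the 6 arrays, limma called 0 members higher and 0 to 1 lower, and 9 to 12 had higher values at an unadjusted p under 0.05.

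**Figure D1:**
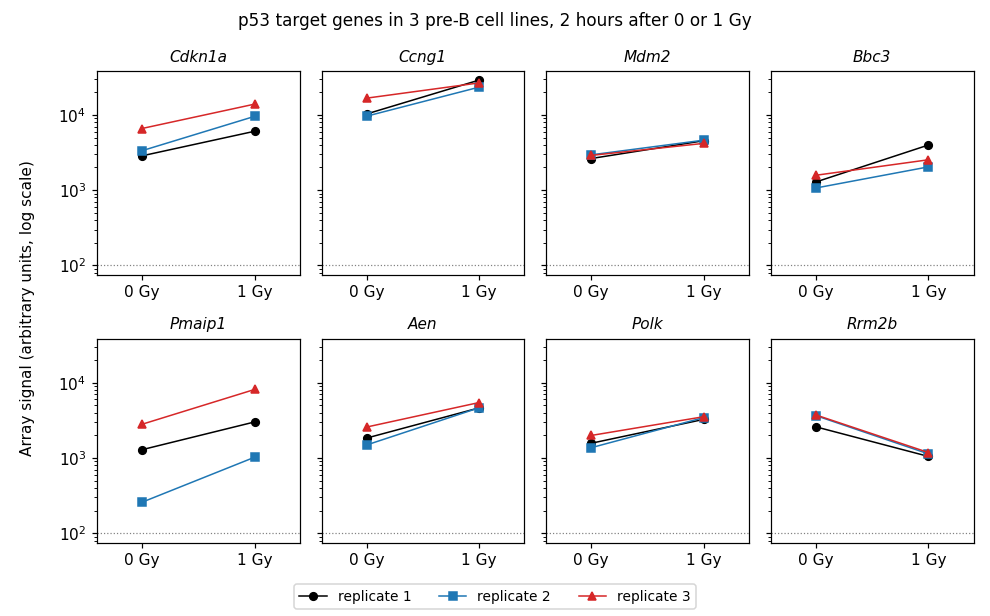
Signals of 8 p53 target genes (vertical axis, arbitrary units on a log scale, dotted line at 100) at 0 and 1 Gy (horizontal axis), with 1 line joining the 2 arrays of each cell line. The 3 lines rise in each panel except Rrm2b, where all 3 fall, and those of Pmaip1 start furthest apart.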

Figure 1A shows a list of some of the top IPA canonical pathways significantly affected by exposure to IR. The identification of gene families, from the GSEA Molecular Signatures Database, gives a functional overview of the genes identified as significantly altered after IR. Gene families share common features such as biochemical activity and homology. Gene family analysis shows 107 transcription factors as well as 50 protein kinases whose expression levels are significantly altered after IR. This reflects the broad nature of the transcription program initiated by genotoxic DNA damage (Figure 1B).

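Transcription factors of the NF-κB, AP-1, EGR, IRF and KLF families mostly rose where they passed the test. Of 30 measured members, 12 rose and 0 fell (17 and 2 when adjusted over the list alone, and 17 and 2 at an unadjusted p under 0.05, limma), and 5 of those that rose also counted among the NF-κB genes. Atf3, a stress-induced AP-1 partner, rose from 89.6 ± 21.0 to 666 ± 489.9 (SD, n = 3 lines), a log2 fold change of 2.68 (standard error 0.50, adjusted p = 0.0453 from limma). Batf, an AP-1 factor of activated lymphocytes, rose from 567 ± 248 to 2074 ± 430.4 and Klf10, a Krüppel-like factor, from 169.6 ± 51.5 to 594 ± 157. The set stood above other genes (camera in limma, adjusted p = 2.36e-09, and adjusted p = 0.0241 with an estimated correlation). It too was fixed with knowledge of the study's figures and Additional file 1, so that its test is not fully independent of these samples. Other lymphoid transcription factors went both ways, with 3 of 50 higher and 6 lower (8 and 12 when adjusted over the list alone). Id2, which inhibits E proteins, rose by 2.61 on the log2 scale (adjusted p = 0.0208 from limma). Hhex, a homeobox factor of early lymphoid cells, fell by 1.76 and Mxd4, an antagonist of Myc, by 1.63. The median log2 fold change of that list was -0.12 and its mean 0.01, opposite in sign, and it did not pass camera (adjusted p = 0.740, limma), whose direction was upward and turned downward after quantile normalization. Of 49 protein kinases of lymphocyte signalling, 5 rose and 3 fell (7 and 7 when adjusted over the list alone, camera adjusted p = 0.218). Map3k8, a kinase upstream of ERK, rose from 295 ± 176 to 3332 ± 1752, and the cell cycle kinase Wee1 from 537 ± 118 to 1750.1 ± 409. Mapk14, the stress kinase p38α, fell from 1770.2 ± 355 to 509 ± 108, and Atm, the kinase that senses DNA breaks, from 1641 ± 274 to 553 ± 212. Among 38 genes of CD molecules, 4 rose and 0 fell (9 and 3 when adjusted over the list alone, and 12 and 5 at an unadjusted p under 0.05, limma). They were Cd83, Cd69, the tetraspanin Cd151 (log2 fold change 1.13) and Cd274, the checkpoint ligand PD-L1 (log2 fold change 1.38). The CD set had a median of -0.03 and a camera direction upward, with an adjusted p of 0.0459 that was 0.358 with an estimated correlation and 0.0840 with the cell line as a block (limma). After quantile normalization and median scaling it was 0.0983 and 0.0578, and with the latter the median turned positive. The mean of all probe sets of a gene gave an adjusted p of 0.0883 (limma). It was 0.106 without the replicate 1 irradiated array, 0.0858 without the replicate 2 mock array and 0.0910 without the replicate 3 irradiated array. With the block, 18 members of the NF-κB to KLF families rose and 1 fell, Klf2, a factor of lymphocyte quiescence chosen after its values were seen (adjusted p = 0.0124, and 0.0811 without the block, limma). The block also gave 10 higher and 12 lower other lymphoid factors, 9 and 5 kinases, and 12 and 6 CD molecules. With any 1 array left out, at most 2 of the NF-κB to KLF family members were called higher (16 to 17 at an unadjusted p under 0.05), at most 1 other lymphoid factor, 0 kinases (7 to 9) and at most 2 CD molecules. In the same fits 0 other lymphoid factors and 0 kinases were called lower, with 11 to 13 and 7 to 9 at an unadjusted p under 0.05 (limma). From the transcription factors and kinases among the changed genes, the paper concludes that genotoxic damage starts a transcription program of broad nature.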

**Figure 1:**
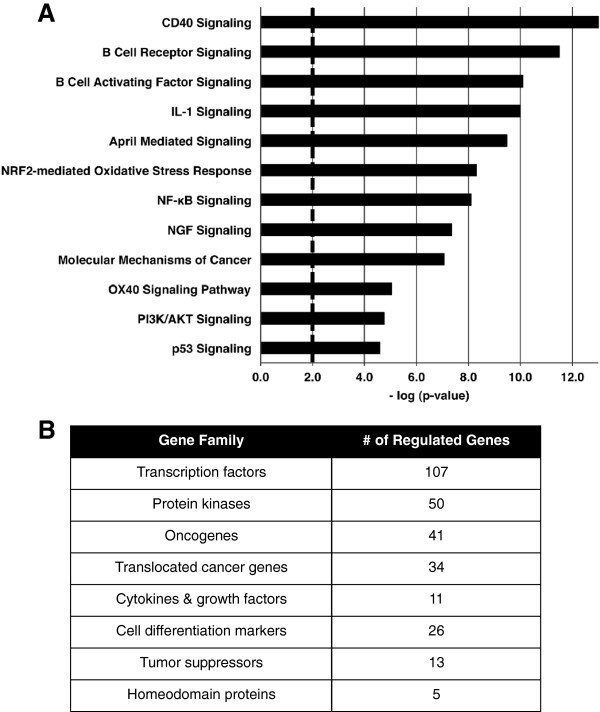
**IR induces robust gene expression changes in G1 phase wild type murine pre-B cells.** (**A**) Some of the significant IPA canonical pathways (pathway significance bar at p-value = 0.01). (**B**) Gene Families from GSEA’s Molecular Signatures Database. These analyses represent the 1940 differentially regulated probes 2 hours following exposure to 1 Gy γ-radiation.

### Physiologic and genotoxic damage induce a shared lymphocyte-specific response

In previous work [6], we identified a lymphocyte-specific pattern of gene expression in response to physiologic dsDNA breaks induced by RAG endonuclease cleavage in primary pre-B cells and abl pre-B cell lines. Here we examined the similarities in gene expression changes in response to both physiologic (Additional file 1, column E; GEO accession GSE38044) and genotoxic damage. We identified 288 probes representing genes that are significantly regulated in the same direction in response to both damage types (Additional file 1, column F). Since our WT cells exposed to IR are WT for RAG endonuclease, there may be a contribution of naturally occurring RAG-induced breaks in addition to the IR-induced DNA damage in these cells and the gene expression response may contain elements of responses to both types of DNA lesions. However, we expect the contribution of the RAG-induced breaks to be minor since both the control and irradiated cells should respond in a similar manner to the STI-571 (i.e. not show differential gene expression changes) and since these cells are also WT for the repair pathway machinery that rapidly resolves these breaks. 

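The 7 genes of Fig. 2A reported here, a panel on lymphocyte maturation, had higher signals after 1 Gy in all 3 lines. Cd69, an early activation marker of lymphocytes, rose from 1449 ± 270.0 to 9630.0 ± 1709.8 (SD, n = 3 lines), a log2 fold change of 2.73 (standard error 0.21, adjusted p = 0.00983 from limma). Icam1, an adhesion molecule, rose from 1202 ± 389 to 10879 ± 1687 (log2 fold change 3.22, standard error 0.27, adjusted p = 0.0103), and Swap70, a signalling protein of activated B cells, from 4612 ± 1241 to 21145 ± 3451 (log2 fold change 2.22, standard error 0.25, adjusted p = 0.0197). The NF-κB subunit genes Relb and Nfkb2 rose by 1.80 and 1.36 on the log2 scale, and Pim2, a kinase that favours cell survival, by 1.21 (adjusted p of 0.0107, 0.0307 and 0.0336 from limma). Cd40, the receptor through which T cells stimulate B cells, had signals of 949, 284 and 138 in the mock-irradiated lines and 4007, 2445 and 1840.3 in the same lines after 1 Gy. Its log2 fold change of 2.97 (standard error 0.73) did not pass the test (adjusted p = 0.0793 from limma) and passed with the cell line as a block (adjusted p = 0.0152). As a fold change it was 7.86, and 13.2 without the replicate 1 mock array and 5.05 without the replicate 3 mock array. Of these 7 genes, 6 rose and 0 fell, and 7 rose when adjusted over the list alone and with the block. The study chose them on these samples, so that the count is not independent evidence. Without single arrays, 3 (replicate 1 mock), 0 (replicate 1 irradiated or either array of replicate 2), 2 (replicate 3 mock) and 0 (replicate 3 irradiated) passed limma's test, and all 7 had an unadjusted p under 0.05 in each case.

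**Figure D2:**
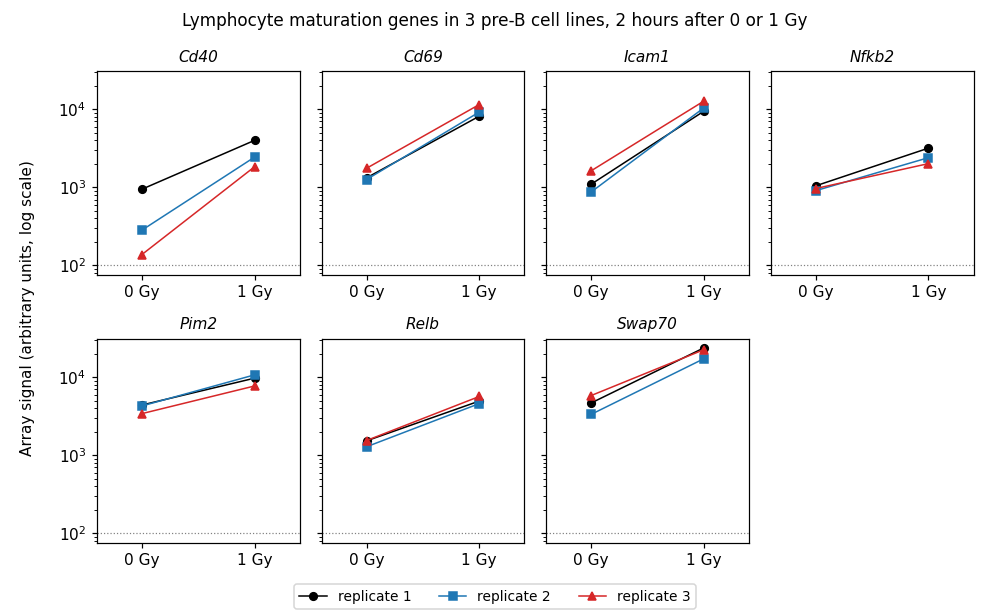
Signals of 7 lymphocyte maturation genes (vertical axis, arbitrary units on a log scale, dotted line at 100) at 0 and 1 Gy (horizontal axis), with 1 line joining the 2 arrays of each cell line. All 3 lines rise in each of the 7 panels, and the mock signals of Cd40 lie furthest apart.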

The similarly regulated genes include many lymphocyte specific maturation genes such as *Cd40, Cd69, Swap70*, and *NFκB* (Figure 2A). While these genes are regulated in response to both damage types, one difference we observed was that genotoxic damage appears to induce a more robust change in many of the affected genes and pathways. IPA reveals affected canonical pathways consistent with B cell maturation (Figure 2B). Since CD40 expression plays an important role in B cell maturation and its mRNA levels are increased after DNA damage, we compared the protein expression of CD40 after physiologic and genotoxic damage by flow cytometric analysis. We observed the expected increase in the number of cells with increased CD40 surface expression 90 minutes after 1 Gy IR (Figure 2C) and this is in agreement with our previously published data showing an increase in cell numbers with higher CD40 expression levels after RAG-induced DNA breaks [6].

**Figure 2:**
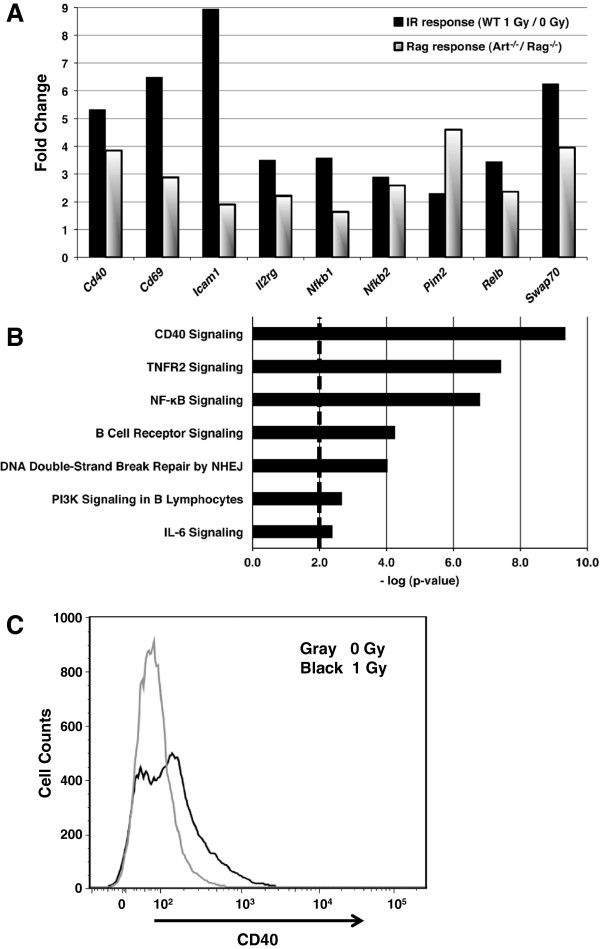
**Both physiologic and genotoxic damage initiate a lymphocyte-specific maturation gene expression response.** (**A**) Fold change from the microarray analysis of representative common genes. (**B**) Some of the significant IPA canonical pathways representing the 288 common probes (pathway significance bar at p-value = 0.01). (**C**) Flow cytometric analysis of CD40 protein expression on STI-571 treated WT cells 90 minutes following exposure to 0 Gy or 1 Gy IR.

### Genotoxic damage, but not physiologic damage, induces a potential cancer susceptibility cellular response

In addition to the similarities in response to both types of DNA damage, we observed a robust gene expression profile after genotoxic damage that was not seen after the physiologic damage. We identified 1694 probes, representing almost 900 unique genes, which were differentially regulated in the response to IR but not in the response to physiologically induced damage (Additional file 1, column G). The transcriptional response unique to the IR-induced damage includes increased expression of 24 oncogenes, 25 protein kinases and 57 transcription factors, as well as decreased expression of 5 tumor suppressors and 42 transcription factors. Changes in the expression in these broad-range signalling molecules suggest a diverse biological response to genotoxic DSBs. In order to understand the broad biological mechanism and pathways affected by IR-induced DSBs, we utilized IPA to investigate the changes in pathways and biological functions caused by genotoxic damage (Figure 3). Several canonical pathways were affected in response to IR that were not seen to be affected in physiologic-induced profiles, such as an Nrf2-mediated oxidative stress response and cell cycle regulation pathways. 

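Few genes of the Nrf2 response changed. Of 26 measured targets and partners of Nrf2, 3 rose and 1 fell (4 and 1 when adjusted over the list alone). Those that rose were Maff, Sqstm1 and the stress-inducible chaperone gene Hspa1b. Hspa1b rose from 673 ± 436 to 4995 ± 898 (SD, n = 3 lines), a log2 fold change of 3.13 (adjusted p = 0.0398 from limma). With arrays or lines left out, its log2 fold change was 2.54 to 3.62. Keap1, whose protein holds Nrf2 in the cytoplasm and targets it for degradation, fell from 1230.5 ± 66.0 to 624 ± 86.4 (log2 fold change -0.99, adjusted p = 0.0340 from limma). The list's median log2 fold change was -0.16 and its mean 0.29, and camera, whose direction was upward, did not separate it from other genes (adjusted p = 0.405, limma). Among 22 G1 cyclins and cell cycle inhibitors, 1 rose and 1 fell (1 and 3 when adjusted over the list alone, camera adjusted p = 0.915). Wee1 rose, and Cdkn2d, the CDK4 and CDK6 inhibitor p19INK4d, fell from 1758 ± 367 to 596 ± 130.3 (log2 fold change -1.56, adjusted p = 0.0299 from limma). Of 32 replication and mitosis genes, limma called 0 either way, also when adjusted over the list alone, and 0 and 1 were higher and lower at an unadjusted p under 0.05. Their median log2 fold change was -0.61 (camera adjusted p = 0.470), and with the cell line as a block 4 fell and the set stood below other genes (camera adjusted p = 0.0300, limma). With an estimated correlation and no block, the adjusted p was 0.920. The direction turned upward without the replicate 1 mock array (adjusted p = 0.264, limma) and without the replicate 3 irradiated array (0.893), and the set stood below other genes without the replicate 3 mock array (0.00216). The block gave 3 higher and 6 lower among G1 cyclins and inhibitors, and 4 higher and 2 lower among Nrf2 targets and partners. Without single arrays, 1 Nrf2 member was called higher without the replicate 1 mock array or either array of replicate 3 and 0 without the others, while 5 had an unadjusted p under 0.05 each time (limma). For Nrf2 members that fell and for G1 cyclins and inhibitors in either direction the count was 0 in each of these fits, with 1 to 3 Nrf2 members lower, and 2 to 3 G1 genes higher and 3 to 5 lower, at an unadjusted p under 0.05.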

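Genes of B cell activation and maturation rose more often than they fell. Of 30 measured members of a list fixed with knowledge of the study's figures, 10 rose and 1 fell (16 and 2 when adjusted over the list alone), and 4 of the 10 also counted among the NF-κB genes. Among those that rose were Cd83, Mir155hg, Traf1 and Icam1. Of the receptors for the survival factor BAFF, chosen after their values were seen, Tnfrsf13c (BAFF receptor) rose from 1897 ± 1115 to 8572 ± 2255 (SD, n = 3 lines), a log2 fold change of 2.30 (standard error 0.43, adjusted p = 0.0458 from limma). Tnfrsf13b (TACI) was the member that fell, from 5303 ± 930.5 to 2474 ± 404, a log2 fold change of -1.10 (standard error 0.20, adjusted p = 0.0419). Irf4, a transcription factor of pre-B cells and plasma cells, rose from 10379 ± 310.3 to 20861 ± 2344 (log2 fold change 1.00). The set stood above other genes (camera in limma, adjusted p = 3.20e-11, and adjusted p = 0.0259 with an estimated correlation). With the cell line as a block, 18 members rose and 2 fell. Left out singly, the mock arrays of replicates 1 and 3 each left 3 members called higher and the other 4 arrays 0, with 16 to 18 at an unadjusted p under 0.05 (limma), and in all 6 of these fits 0 members were called lower, with 2 at an unadjusted p under 0.05.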

As mentioned above, we also see a stronger enrichment of pathways associated with activation of mature B cells in response to antigen. Initial inspection of the genes significantly regulated by IR-induced damage revealed several oncogenes and tumor suppressor genes whose expression change correlates with changes reported to be involved in cancer formation. These included increased expression of known proto-oncogenes, such as *Kras*[9,10] and *Rras*[10], and the oncomiR microRNA-155 [11-13], as well as suppression of the expression of *Socs1,* a known tumor suppressor [14] (Figure 4A). 

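Several proto-oncogenes rose and Socs1 fell after 1 Gy. Rras2, a relative of the Ras GTPases, rose from 1255 ± 478 to 7959 ± 1401 (SD, n = 3 lines), a log2 fold change of 2.72 (standard error 0.29, adjusted p = 0.0185 from limma). Bcl6, a repressor of germinal centre B cells, rose by 1.63 and the kinase gene Pim1 by 1.53 on the log2 scale (adjusted p of 0.0188 and 0.0333), and the miR-155 host gene Mir155hg rose as well. Socs1, an inhibitor of JAK kinases, fell from 331 ± 43.7 to 57.7 ± 12.4, a log2 fold change of -2.53 (standard error 0.20, adjusted p = 0.0103 from limma). Its irradiated signals lay under 100, and with the floor of 100 its log2 fold change was -1.72. Rras itself was dim, at 132 ± 14.1 and 153 ± 31.3, with a log2 fold change of 0.20 (standard error 0.19, adjusted p = 0.596). The other genes of Fig. 4A reported here had log2 fold changes that did not pass the test without the block. They were 3.64 for the cyclin gene Ccnd2 (adjusted p = 0.126, 0.0415 with the cell line as a block, limma), 0.97 for Trim24 (0.0500, 0.0266), 0.77 for Runx1 (0.127, 0.0218) and 0.70 for Bcl10 (0.0504, 0.0244). Those of the tumour suppressors Brca2 and Smarcb1 were -0.79 (0.105, 0.0328) and -0.60 (0.0757, 0.0396). Ccnd2 varied between lines, with mock signals of 244 to 5655 and irradiated signals of 9565 to 19557, and was higher in 3 of 3. Its fold change of 12.4 was 27.7 without the replicate 1 mock array, 5.75 without the replicate 2 mock array, and 6.36 as a ratio of arithmetic means. Of all their probe sets, 2 of 4 for Bcl10 and 1 of 6 for Runx1 passed the test. Fig. 4A lists 12 genes, among which Rras is not, and 11 of them are reported here. Of these 11, 4 rose and 1 fell (8 and 3 when adjusted over the list alone and with the block). The study chose this list on these samples, so that the count is not independent evidence. The members called higher numbered 1 without the replicate 1 mock array and 0 without any other single array, with 7 to 8 at an unadjusted p under 0.05 (limma).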

While the Affymetrix Mouse Genome 2.0 GeneChip array is not specifically designed to recognize microRNAs, the current annotation of the array revealed that several microRNAs are represented in the array. MicroRNA-155 is known to target *Socs1* and this combination of increased expression of miR-155 and suppression of *Socs1* has been described in several B cell-derived lymphomas [11,15]. Our analysis shows many biological functions affected that are consistent with over-expression of potential oncogenes, such as cancer formation, cellular proliferation, and cell-mediated immune responses.

**Figure 3:**
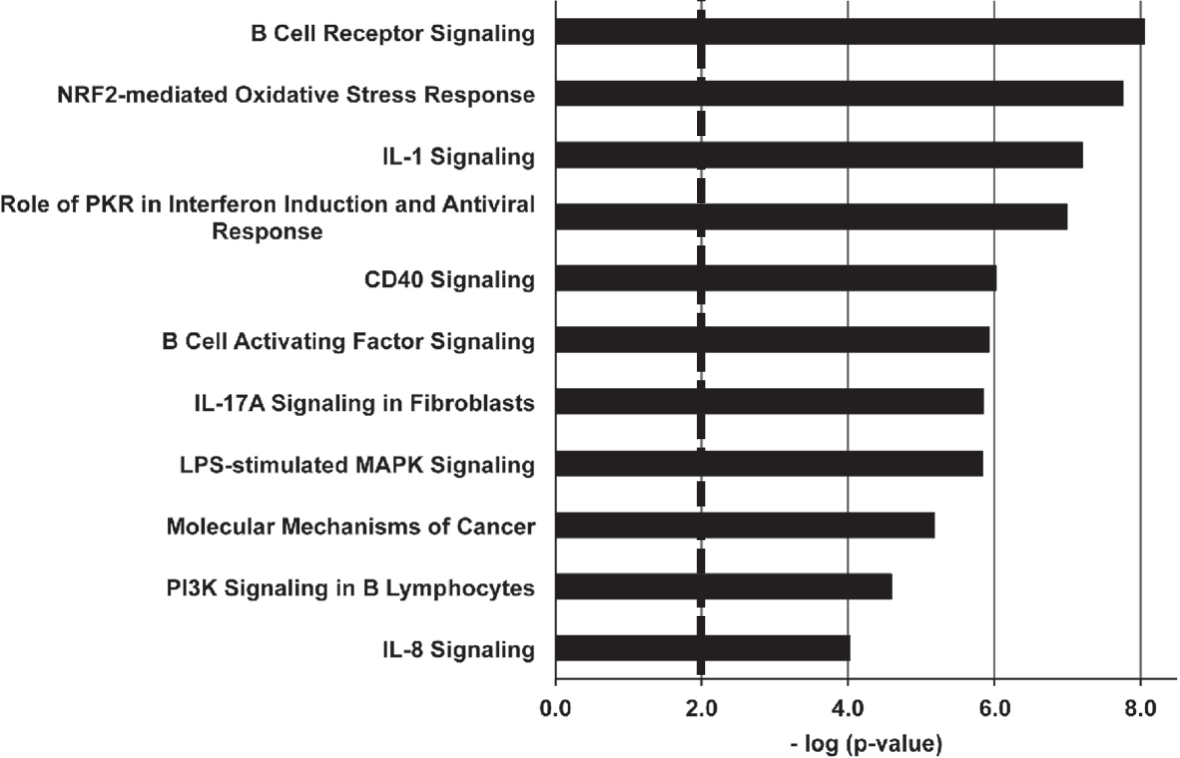
**IPA of 1694 IR-induced only probes.** These are some of the most significant IPA canonical pathways represented by the unique IR-induced genes based on the 1694 probes differentially regulated in response to IR but not RAG-induced damage (pathway significance bar at p-value = 0.01).

**Figure 4:**
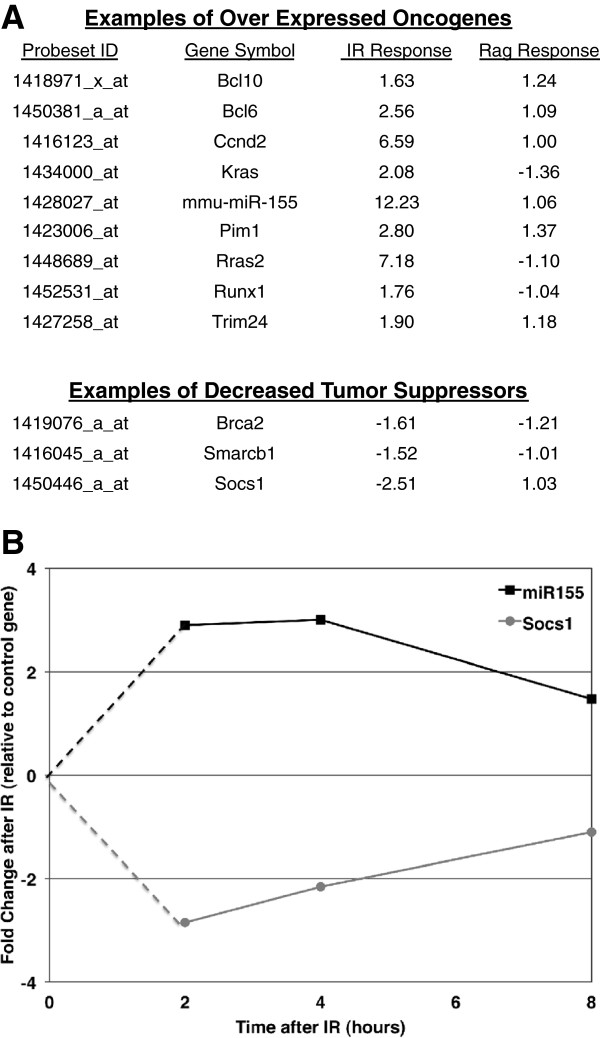
**Increased miR-155 and Kras expression suggest a possible cancer predisposition in G1 phase WT cells.** (**A**) Transcriptional regulation of known oncogenes and tumor suppressors by microarray at 2 hours post IR in WT cells (fold change) (also shown are values of the fold difference after RAG-induced damage). (**B**) Gene expression of miR-155 and *Socs1* mRNA by qRT-PCR at 2, 4 and 8 hours post IR. Each data point is the final ddC_T_ calculated fold change value of 1 Gy/0 Gy from 3 WT pre-B cells lines, with 3 to 5 technical replicates each, following normalization to U6 or 18S, respectively.

### Increased miR-155 expression suggests an increased capacity for cellular proliferation after ionizing radiation

Increased expression of mmu-miR-155 in response to IR-induced damage suggests an increase in the capacity for proliferation [16] of developing B cells when exposed to genotoxic stress. Mature and functional microRNAs are processed through a series of steps from a primary microRNA transcript. It is possible the change in the mmu-miR-155 levels seen on the microarray is a reflection in the change of the primary miR-155 transcript. 

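The array measures miR-155 through 1 probe set annotated to Mir155hg (Entrez gene 100653389), the host gene whose transcript is processed into the microRNA, and it does not measure the mature form. Its signals were 164, 69.4 and 258 in the 3 mock-irradiated lines and 1987, 2740.1 and 3617 in the same lines after 1 Gy. This is a log2 fold change of 4.24 (standard error 0.51, adjusted p = 0.0220 from limma), and every irradiated array lay above every mock array. With the floor of 100, the log2 fold change was 4.06. With the cell line as a block, Mir155hg passed the test (adjusted p = 0.0118 from limma). It passed in none of the fits that left out 1 array, where its adjusted p was 0.0525 (without the replicate 3 mock array) to 0.0841 (without the replicate 2 irradiated array). Those without either array of replicate 2 called 0 probe sets, so that failing them is not particular to Mir155hg.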

In order to investigate the changes of the mature microRNA levels after IR-induced DSBs and to further examine investigate the expression of miR-155 and its target *Socs1*, we undertook a time course to analyze and validate the miR-155 response to genotoxic damage over time. We used quantitative real-time PCR (qRT-PCR) to track the miR-155 and *Socs1* expression levels at 2, 4, and 8 hours post ionizing radiation in the 3 WT lines. A robust increase of miR-155 expression levels is seen in the initial hours after genotoxic damage, with an average of 2.9 and 3.0 fold increases seen at 2 and 4 hours, respectively, post IR. By 8 hours post IR it appears the levels of miR-155 are returning to baseline. In an inverse correlation, *Socs1* expression is robustly decreased initially after IR exposure and has almost returned to baseline levels by 8 hours post damage (Figure 4B, Additional file 2 (miR-155) and Additional file 3 (*Socs1*)).

### Activation of Nrf2 after IR-induced DNA damage suggests a cellular protective response to oxidative stress

One pathway we observed to be regulated after genotoxic but not physiologic damage was the Nrf2 oxidative stress pathway. Members of the Nrf2 signalling pathway, including *Maff*, *Sqstm1*, and *Txnrd1*, were up regulated after exposure to genotoxic DNA damage by microarray. 

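Maff, a small Maf protein that pairs with Nrf2, rose from 85.0 ± 19.4 to 1206 ± 333 (SD, n = 3 lines), a log2 fold change of 3.81 (standard error 0.27, adjusted p = 0.00957 from limma). Its mock signals lay near or under 100, and with the floor of 100 the log2 fold change was 3.52. Sqstm1, the autophagy receptor p62 that binds Keap1, rose from 4219.6 ± 747 to 10561 ± 2031 (log2 fold change 1.32, standard error 0.21, adjusted p = 0.0344). Txnrd1, thioredoxin reductase 1, had signals of 2030.2 ± 540.2 and 3742 ± 836, higher in 3 of 3 lines, and its log2 fold change of 0.89 (standard error 0.26) did not pass the test (adjusted p = 0.116 from limma, 0.0554 with the cell line as a block). Nfe2l2, the gene of Nrf2 itself, had signals of 8911 ± 2687 and 7841 ± 679, a log2 fold change of -0.14 (standard error 0.25, adjusted p = 0.784 from limma), and was higher in 1 line and lower in 2. Of Maff, Sqstm1 and Txnrd1, which the study chose on these samples, 2 rose and 0 fell, and all 3 rose when adjusted over the list alone, which is not independent evidence. Maff kept its call without the replicate 1 mock array or either array of replicate 3 and lost it without the replicate 1 irradiated array (adjusted p = 0.0581 from limma), the replicate 2 mock array (0.0539) or the replicate 2 irradiated array (0.0541). Sqstm1 passed in none of the fits without 1 array, where its adjusted p was 0.0813 (without the replicate 3 mock array) to 0.123 (without the replicate 2 mock array). With the cell line as a block, Maff and Sqstm1 both passed (adjusted p of 0.0103 and 0.0122 from limma).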

Since IR exposure is known to induce oxidative stress [17,18], induction of this pathway was expected, but in combination with the potential for increased proliferation suggested by miR-155 expression, it may reflect a potentially dangerous, cancer predisposed situation in response to genotoxic damage.

In order to investigate and validate the induction of an Nrf2 response to IR, we utilized a time course post IR to examine investigate Nrf2 protein expression levels as well as mRNA expression levels of the downstream target *Txnrd1* in each of the 3 WT pre-B lines (Figure 5 and Additional files 4 and 5). Changes in Nrf2 protein expression were determined by quantitation from Western blots of the 3 WT lines, with each Nrf2 band adjusted for the loading control β-actin. Once activated, Nrf2 protein accumulates in the nucleus, where it transactivates numerous target genes [19,20]. In response to IR exposure, Nrf2 protein levels were found to be on average 3 fold higher than in mock-irradiated controls at 2 hours post treatment. Levels continue to increase, reaching a peak at 4 hours post IR exposure. Levels of Nrf2 are almost completely returned to baseline levels after 8 hours. One downstream target of Nrf2 is thioredoxin reductase 1 (Txnrd1), which plays a role in protecting cells from oxidative stress [21]. As expected, mRNA levels of *Txnrd1*, as measured by qRT-PCR and normalizing to 18S levels, are increased at both 2 and 4 hours post genotoxic damage. By 8 hours the levels of *Txnrd1* are returning to normal levels (C_T_ values are plotted for each WT line in Additional file 4).

**Figure 5:**
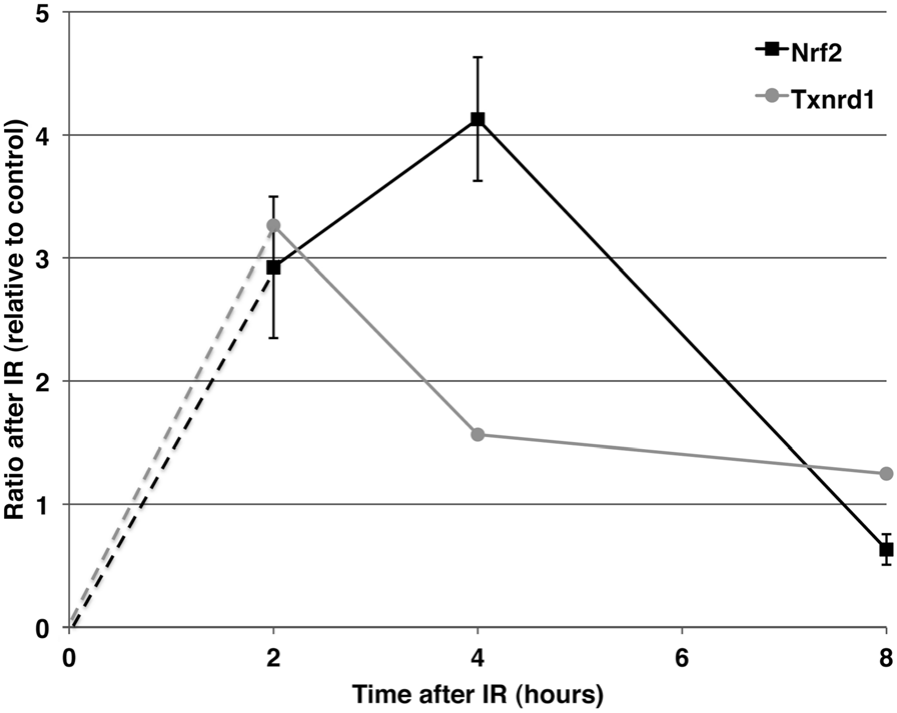
**Activation of the oxidative stress pathway seen in increased Nrf2 and *Txnrd1 *expression following IR.** Nrf2 protein expression was determined by Western analysis and quantification of the average of data from 3 WT cell lines with each Nrf2 intensity pixel value normalized to β-actin. Error bars are standard error of the 3 WT ratios. *Txnrd1* mRNA expression was determined by qRT-PCR and each data point is the final ddC_T_ calculated fold change value from 3 WT cell lines, each with 3 to 5 technical replicates, following normalization to *18*S*.*

## Discussion

In this study we evaluated the transcriptional response induced by physiologic and genotoxic DSBs in developing B cells. By comparing these different types of damage we found that there are important similarities as well as striking differences in the cellular responses to these different forms of DNA lesions.

In previous work [6], we observed a lymphocyte-specific response to physiologically generated RAG-induced dsDNA breaks. Highlights of this response include changes in the expression of genes important in immune function and maturation. Changes in these genes suggest an increase in the signalling of the CD40 and NFκB pathways, suggesting a role for DNA breaks in the progression of B cell maturation. After the observation that RAG-induced DSBs trigger a response to move the B cells toward maturation, the next obvious question is whether or not other types of DSBs induce the same lymphocyte-specific maturation profile. Here we observed 288 probes that were differentially regulated in the same direction after induction of breaks regardless of the source of the damage. These changes include increased expression of *Cd40*, *Cd69*, *Icam1*, *Swap70*, *NFκB*, as well as other immune related genes. Increased expression of these genes and others associated with Cd40-, Cd69-, and NFκB-related pathways suggest that the B cells are preparing to undergo maturation irrespective of the source of the DNA damage. While a core set of genes is regulated in the same direction after both types of damage, the response to genotoxic damage is generally more robust than the response to RAG-induced breaks. We hypothesize this is due to the greater amount of DNA damage induced by IR exposures, perhaps initiating a stronger signal towards maturation.

While we see similarities in the response to physiologic and genotoxic breaks, we recognize there are potential biological and technical differences in comparing RAG-induced and ionization radiation-induced DSBs. RAG-induced DSBs are tightly regulated and only a small number of breaks in very specific locations in the genome are induced. In contrast, IR exposure can induce a broad range of DNA damage, including DSBs, that is not restricted to specific locations but occurs throughout the genome and can involve DNA lesions with damaged nucleotide ends as opposed to the “clean” ends generated by the RAG endonucleases. We have attempted to mitigate these differences by using exposures to a low dosage of IR and by ensuring the cells are in the same phase of the cell cycle to ensure that similar DNA damage repair processes would be available under both conditions. Despite the differences in the nature of the DSBs it appears that the cells undergo a similar response to that damage by initiating a central lymphocyte-specific transcriptional response that is common to both.

In addition to these similarities, the genotoxic damage also induces changes in 1694 unique probes representing almost 900 genes. Broad expression changes in transcription factors and protein kinases suggest genotoxic DSBs induce a myriad of changes in both gene expression and physiological pathways. Gene expression changes and alterations in pathways associated with B cell activation, increased proliferation, and oxidative stress responses are seen in the unique response to IR. Many of the pathways altered on a transcriptional level are known to be involved in the generation of cancers. Also, this study highlights the importance of additional layers of regulation, which has become obvious with the discovery of genotoxic regulation of small regulatory RNAs such as microRNAs (miRNAs). Their role in a wide variety of physiological processes has revealed their vital importance in proper cellular function, and disregulation has been linked to human diseases, including cancer and immune disorders (reviewed in [22-25]).

In addition to the lymphocyte specific transcriptional pattern induced by both types of DNA damage, genotoxic damage induces a potentially oncogenic combination of alterations of genes and biological response pathways. We found that genotoxic, but not physiologic, damage induces increased expression of several proto-oncogenes such as *Kras* and the oncomiR miR-155. This suggested to us that the cellular response to double strand DNA damage could be specific to the method of generation of that damage, recognizing that IR-induced genotoxic damage causes many types of DNA damage. miR-155 is a known oncogenic miRNA and its increase has been correlated with formation of B cell malignancies. The up-regulation of miR-155, at both the primary transcript and mature microRNA level, seen after IR-induced breaks suggests a potential for the development of cancer after genotoxic damage. Additionally, miR-155 has been identified to suppress a number of tumor suppressors, including *Socs1*, which we found to be suppressed after genotoxic damage. MiR-155 up-regulation has been associated with B cell cancers and B cell transformation [11,13], as well as with normal immune response [26]. Altered expression of this miRNA and its target *Socs1* suggests that an increase in proliferation may be triggered after IR exposure. Interestingly, this increase in proliferation and up-regulation of miR-155 has been seen in mature B cells as a result of their response to antigen [27,28].

Another noteworthy difference between genotoxic and physiologic damage is the significant change in regulation of genes in B cell activation pathways and Nrf2-mediated signalling. Nrf2 signalling is a known response to IR but has also been seen in the activation of mature B cells [19,29]. The Nrf2 pathway is a critical regulator of the defense against oxidative stress. Activation of Nrf2 pathways is an important component in the clearing of oxidative stress and in a cytoprotective outcome. There has been some suggestion that Nrf2 also has a role in rescuing cells from cell cycle arrest that can be generated in response to oxidative damage [30]. These responses to genotoxic damage in both the B cell activation and Nrf2 signalling pathways could combine to result in serious deleterious consequences to the immune system.

## Conclusion

The broad gene expression alterations, increased expression of the oncomiR miR-155 and proto-oncogenes such as Kras, the activation of Nrf2, and the lymphocyte specific maturation profile induced by genotoxic DSBs, reflect a potentially dangerous combination of conflicting signals for increased cellular proliferation and cytoprotective responses. These conflicting signals could drive developing B cells to continue to mature and proliferate in the presence of DNA damage after genotoxic exposures. The possibility of maturation and proliferation in the presence of DNA damage increases the risk for aberrant repair or lack of repair of damaged DNA. Continued maturation and proliferation of these highly proliferative cells signalled by genotoxic DSBs provides a mechanism for the development of immunodeficiencies due to the potential loss of mature functional B cells as well as for the formation of lympho-proliferative cancers when DNA repair is not completed successfully.

## Methods

### Cell culture

Three independently derived WT (A70.1, Atm2A, and PA112.2) v-abl-transformed murine pre-B cell lines were used. Cells were maintained in suspension in Dulbecco’s modified Eagle Medium (DMEM), high glucose, (Invitrogen 11960-077) supplemented with 10% fetal bovine serum (Invitrogen 12476-024), 1X Sodium Pyruvate (Invitrogen 11360-070), 1X Non-Essential Amino Acids (Invitrogen 11140-050), 1X L-Glutamine (Invitrogen 25030-081), and 0.0004% β-mercaptoethanol. Treated cells were passaged with 3 μM STI-571 (Imatinib Mesylate) added to the media and incubated for 48 hours. For exposure to ionizing radiation (IR), cells were exposed to γ-rays at a rate of 0.72 Gy/minute for a final dose of 1 Gy from a ^137^Cesium source.

### RNA isolation

Cells were cultured for 48 hours with STI-571 and then for an additional 2, 4, or 8 hours following mock or IR exposure, then were collected and flash frozen. For microarray, RNA was isolated using the Qiagen RNeasy kit following the manufacturer’s protocol, including the addition of DNase. For qRT-PCR analysis, total RNA was isolated using the Qiagen miRNeasy isolation kit using the standard protocol for total RNA isolation.

### Microarray

Isolated total RNA was submitted to the NIEHS Microarray Core facility for microarray analysis. Gene expression analysis was conducted using Affymetrix Mouse Genome 2.0 GeneChip arrays (Mouse 430 v2). One microgram of total RNA was amplified as directed in the Affymetrix One-Cycle cDNA Synthesis protocol. Fifteen micrograms of amplified biotin-complementary-RNAs were fragmented and hybridized to each array for 16 h at 45°C in a rotating hybridization oven using the Affymetrix Eukaryotic Target Hybridization Controls and protocol. Array slides were stained with streptavidin and phycoerythrin using a double-antibody staining procedure, and then washed using the EukGE-WS2v5 protocol with the Affymetrix Fluidics Station FS450 for antibody amplification. Arrays were scanned in an Affymetrix Scanner 3000 and data was obtained using the GeneChip Operating Software (Version 1.2.0.037). The resulting gene expression data from 3 WT pre-B cell lines exposed to 0 and 1 Gy IR were processed and analyzed using Partek Genome Suites (Partek® Genome Suites software, version 6.6beta Copyright © 2009 Partek Inc., St. Louis, MO, USA) utilizing RMA background correction with quantile normalization and eliminating probe sets with an expression level below 100 in all samples. An analysis of variance (ANOVA) was performed between the 0 and 1 Gy treated samples. Associated p-values were generated and, combined with an average fold change of ± 1.5, a p-value of ≤ 0.05 was used to generate a list of differentially expressed genes.

### Flow cytometry

To examine surface protein expression, cells were harvested 90 minutes following irradiation and fixed in 4% paraformaldehyde (BioLegend Fixation Buffer, 420801), diluted with PBS, and stored at 4°C. Cells were stained with CD40-FITC antibody (eBioscience 11-0402) and re-suspended in PBS. Surface expression was determined using an LSRII flow cytometer (Becton Dickinson). Cells were gated for viability based on FSC vs. SSC and the resulting histograms of CD40 (FITC) expression were overlaid for each pair of treated (1 Gy IR) vs. untreated (0 Gy IR) samples using FlowJo (Tree Star, Inc. Ashland, OR) Flow Cytometry analysis software.

### Reverse Transcription and qRT-PCR

#### Quantitative real-time PCR of microRNA-155

Mature microRNAs were measured using the stem loop based TaqMan® MicroRNA Assays kit (Applied Biosystems, Foster City, CA) according to the manufacturer’s protocol. Briefly, microRNAs from 10 ng of total RNA were reverse transcribed with TaqMan® mature microRNA specific stem-loop primers. TaqMan® MicroRNA Reverse Transcription assay kits and reagents were used per the manufacturer’s protocol. Abundance of the microRNAs was measured by qRT-PCR performed on 5^′^-extended cDNA using the Applied Biosystems TaqMan® 2X Universal PCR Master Mix and 5X TaqMan® MicroRNA Assay Mix (mmu-miR-155, MIMAT0000165). For each sample, C_T_ values were obtained from the 3 independent WT cell lines, each with 5 technical replicate wells using an ABI 7900 in the 384 well plate format. MicroRNA concentrations were determined by calculating ddC_T_ with normalization to U6 snRNA. Fold change values were determined based on the normalized ddC_T_ values of the 0 Gy vs. 1 Gy samples. Original C_T_ values of all wells are plotted in Additional file 2.

#### Quantitative real-time PCR for Socs1 and Txnrd1

One-step qRT-PCR was performed using TaqMan Gene Expression Assays (Applied Biosystems) and Superscript II Reverse Transcriptase (Life Technologies). Briefly, 250 ng of total RNA from each sample was combined with Superscript II Reverse Transcriptase, TaqMan gene expression assays (*Socs1*, Mm00782550_s1; *Txnrd1*, Mm00443675_m1) and TaqMan Universal PCR Master mix. 18S RNA was used to normalize gene expression and to calculate the ddC_T_ and fold changes for each gene, as described for miR-155. PCR was run on the ABI 7900 in the 384 well plate format using the following program:

Stage 1 1 cycle 50°C 8 minutes

Stage 2 1 cycle 95°C 10 minutes

Stage 3 40 cycles 95°C 15 seconds

60°C 1 minute

Original C_T_ values of all wells are plotted in Additional files 3 (*Socs1*) and 4 (*Txnrd1*).

### Protein extraction and western blotting

Treated or control cells were harvested by centrifugation, washed 1x with ice-cold PBS, and lysed in IP lysis buffer (Thermo Scientific) supplemented with phosphatase and protease inhibitors (Thermo Scientific). Cell lysates from 3 WT pre-B cells lines were incubated on ice for 30 minutes and cleared by centrifugation at 14 K RPM. Aliquots representing equal amounts of protein (10-30 μg per lane) from each lysate were mixed with sample dilution buffer and denatured by heating at 98°C for 5 minutes, separated on SDS-PAGE gels, and analyzed by western blotting. The antibody to Nrf2 (C-20) (sc-722x) was from Santa Cruz Biologicals (Santa Cruz, CA). Equivalent loading and protein transfer were confirmed by Ponceau stain and Western blot with β-actin (Sigma A5316) as a loading control. Primary antibodies were detected with a peroxidase-conjugated secondary antibody and enhanced chemiluminescence according to the manufacturer’s instructions (Pierce). Quantitation of bands in Western blots was performed with the ImageQuant TL v.2005 software (GE Healthcare).

### Accession numbers

Data from microarrays used in this study have been archived at the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under GEO accession numbers GSE36530 and GSE38044.

### Additional files

The following additional data files are available with the online version of this paper. Additional file 1 is a table containing data from the microarray analyses. It is a compilation of the probes that were differentially regulated in response to IR-induced breaks in WT cells and in response to RAG-induced breaks. The columns represent the Affymetrix probe ID, gene symbol, gene name, fold change values of probes differentially regulated in response to IR, fold change values in response to RAG breaks, and indicators of which are common to both, or unique to IR-induced breaks. Additional files 2, 3 and 4 contain original **C**_**T**_ values used to determine the changes in transcriptional expression levels from the qRT-PCR of miR-155, *Socs1* and *Txnrd1*. Additional file 5 contains the western blot images for Nrf2.

## Abbreviations

Abl: Abelson tyrosine kinase; Bcl2: B cell leukemia/lymphoma 2; IL1: Interleukin 1 complex; IL6: Interleukin 6; IL8: Interleukin 8; IL17a: Interleukin 17A; NFκB: Nuclear factor of kappa light polypeptide gene enhancer in B cells; NGF: Nerve growth factor; Nrf2: Nfe2l2, nuclear factor, erythroid derived 2, like 2; Ox40: Tnfrsf4, tumor necrosis factor receptor superfamily, member 4; P53: Trp53, transformation related protein 53; PI3K: Phosphatidylinositol 3-kinase; RAG: Recombination activating gene; Tnfr2: Tnfrsf1b, tumor necrosis factor receptor superfamily, member 1b; U6: Small nuclear RNA U6; 18S: Rn18s, 18S ribosomal RNA

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

CLI participated in the conception and design of this project, carried out experiments, analyzed and interpreted the microarray data, and co-drafted the manuscript. JEH carried out the qRT-PCR assays, pathway and functional interpretation of the microarray data, and co-drafted the manuscript. SSP performed the protein assays. BAH and AJH performed primary characterization and growth of the cell lines and provided significant scientific information on growing them. BAH was also involved in early stages of data analysis and interpretation of microarray data. BPS made substantial contributions to the conception and design of the genotoxic portion of this project and participated in revising the manuscript. RSP participated in the conception and design of the project, in the interpretation of the data and in the writing and revising of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differentially regulated probes in response to DNA damage.** This is a combined table of all probes that were significantly differentially regulated in response to 1 Gy IR (p ≤ 0.05, FC ≥ ±1.5) in WT pre-B cells lines and in response to RAG induced DSBs (p ≤ 0.05, FC ≥ ±1.5). Three independent WT lines were used to determine the response to genotoxic IR-induced DNA damage. These cells were exposed to STI-571 for 48 hours, treated with 0 or 1 Gy IR and mRNA expression was measured at 2 hours post IR. The intensity values were averaged from the 3 treated or untreated samples and used to determine fold change of 1 Gy/0 Gy. Significantly differentially regulated IR-induced probe fold change values are shown in column D. To determine differentially regulated probes in response to RAG-induced breaks, three independent Rag2^-/-^ (no DSBs) lines and three independent Artemis^-/-^ (unrepaired RAG-induced DSBs) lines were exposed to STI-571 for 48 hours and mRNA expression was measured. The intensity values were averaged for each genotype. Values are fold change of Artemis^-/-^/Rag2^-/-^ and significantly differentially regulated fold change values are shown in column E. Differentially regulated probes common to IR- and RAG-induced break responses are indicated in column F with a # for a commonly expressed specific probe ID and ## for a commonly expressed gene. For the latter, multiple probes representing the same gene were differentially regulated in the same direction (up or down-regulated) following both IR- and RAG-induced breaks. Differentially regulated probes unique to IR-induced DNA damage response are indicated in column G with an *. This column includes all probes that were differentially regulated in the WT response to IR (p ≤ 0.05, FC ≥ ±1.5) but not in the physiological response to RAG-induced breaks. Annotation of all genes listed is based on build 32 from Affymetrix. Click here for file

Additional file 2 **qRT-PCR expression data for miR-155.** Original C_T_ values representing miR-155 and U6 expression levels from 3 WT Pre-B cell lines at 2 (A), 4 (B) and 8 (C) hr following IR are plotted. Data are from 5 technical replicates for each cell line, primer and time point. Click here for file

Additional file 3 **qRT-PCR expression data for *Socs1*.** Original C_T_ values representing *Socs1* and 18S expression levels from 3 WT Pre-B cell lines at 2 (A), 4 (B) and 8 (C) hr following IR are plotted. Data are from 3 to 5 technical replicates for each cell line, primer and time point. Click here for file

Additional file 4 **qRT-PCR expression data for *Txnrd1*.** Original C_T_ values representing *Txnrd1* and 18S expression levels from 3 WT Pre-B cell lines at 2 (A), 4 (B) and 8 (C) hr following IR are plotted. Data are from 3 to 5 technical replicates for each cell line, primer and time point. Click here for file

Additional file 5 **Protein expression of Nrf2 in WT Pre-B cell lines.** Each Nrf2 and β-actin pair of panels comes from the same polyacrylamide gel and represents one of the 3 WT cell lines. The first 3 lanes are untreated cells and the last 3 lanes of each are the corresponding irradiated cells for each time point following IR, 2, 4 and 8 hr. The values in Figure 5 incorporate normalization to β-actin for each lane. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

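The data are 6 Affymetrix Mouse 430 2.0 arrays of murine pre-B cell lines transformed with v-Abl and arrested in G1 with STI-571, 3 collected 2 hours after 1 Gy of γ-rays and 3 after mock irradiation. Each dose holds the same 3 independently derived lines, so that p-values measure the spread between lines. The values deposited by the authors are linear intensity signals per probe set, and the submitters' processing notes name MAS5. They are scaled so that the mean of each array without the lowest and highest 2% of probe sets is 500. The paper states that its own analysis used RMA background correction, quantile normalization and an expression minimum of 100, followed by ANOVA. The RMA step needs the scanner files, which were not used here.

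From the deposited signals, log2 values were computed (a signal under 1 was set to 1). The 64 control probe sets were left out, and 21762 of the other 45037 probe sets, those at 100 or above on at least 1 array, were tested. The test was limma (version 3.58.1, in R 4.3.3), with dose as the only factor, as the paper's ANOVA names no other, and Benjamini-Hochberg adjustment over all probe sets tested. Every adjusted p comes from limma, and an adjusted p under 0.05 counted as a call. Gene names were taken from the annotation of the array's platform. Of the 45037 probe sets, 34945 have 1 gene name, 932 have several and were left unnamed, and 9160 are not listed there. Of the probe sets tested, 18126 have 1 gene name and 3636 are unnamed. The depth of an array shows in its signal over background, and no detection flags were used.

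Gene lists were fixed before the data were examined and after the paper, its figures and Additional file 1 had been read. They cover NF-κB pathway and target genes, B cell activation and maturation, pre-B cell and recombination genes, p53 target genes, Nrf2 target and partner genes, immediate early genes, DNA end joining and break signalling, homologous recombination and Fanconi genes, replication and mitosis genes, G1 cyclins and cell cycle inhibitors, heat shock and chaperone genes, BCL2 family and caspase genes, JAK-STAT and SOCS genes, interferon-stimulated genes, transcription factors of the NF-κB, AP-1, EGR, IRF and KLF families, other lymphoid transcription factors, protein kinases of lymphocyte signalling, cytokines and chemokines, cytosolic ribosomal proteins, CD molecules, and markers of T cells, myeloid cells, erythroid cells, stromal cells and plasma cells. A further 3 lists hold the genes the paper names in Fig. 2A, in Fig. 4A and for the Nrf2 pathway. The 24 lists with measured members, apart from those 3, were tested with camera in limma with a preset correlation between genes of 0.01, and again with an estimated correlation, both adjusted over the lists. The lists share members, and the lists of the paper's own genes were not put to camera.

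The genes named in the text follow a rule set before the data were examined. They are the genes the paper names as changed on the arrays and Nfe2l2, the 10 genes with the largest rise and the 10 with the largest fall among the called genes that moved the same way in all 3 lines and reached a mean signal of 100 in the brighter group, and up to 4 called members of each list with the largest change. Genes outside this rule are marked in the text. Some genes that the paper names are not reported here, and 23 of 26 are. Additional file 1 was used in part (1996 of 2459 rows, 463 left out), and no overlap or enrichment was computed on it.

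The replicate numbers mark the cell lines, by the design text of the series. Over all tested probe sets, deviations from the group means of the 2 arrays with the same number correlated at 0.668 to 0.781 (3 pairs), and those of arrays with different numbers at -0.495 to -0.053 (6 pairs). The numbers therefore pair the arrays, and a fit with the line as a block was run beside the one without it.

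The analysis was tested on simulated data with the size and spread of the real arrays (21762 probe sets, 1 Gy against 0 Gy). Without a block, limma recovered 0 of 100 genes with a log2 change of 1 and 35 of 100 with a log2 change of 2, with 0 false calls among 35. With the block it recovered 0 and 49, with 2 false calls among 51. The simulation held 100 changed genes of each size, fewer than the 975 probe sets called on the real arrays. An adjusted p depends on how many probe sets change, so that these shares do not carry over to the real arrays. There, 697 of the 975 called probe sets reached 2-fold and the others were called below it.

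The alternatives were the block, no filter or a minimum of 100 on 3 or more arrays, quantile normalization, scaling to a common median, log2 of the signal plus 16, a trend in limma's variance prior, an added minimum of 1.5-fold, the test of the paper's methods with its own thresholds and after Benjamini-Hochberg adjustment, the same test with the line as a factor, the mean of all probe sets of a gene, a ratio of arithmetic means, and leaving out each array and each line in turn. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The median log2 fold change of all tested probe sets was -0.06 as deposited, -0.01 after quantile normalization and -0.01 after scaling to a common median.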

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

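The tests of RNA quality, of RNA from myeloid cells, of a fall of pre-B cell transcripts as a group and of the probe sets that lost their call on rescaling were chosen after the result was seen. The tests of other splits of the arrays and of the calls after rescaling were set earlier.

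Between the doses, 975 probe sets changed. Of the 10 splits of the 6 arrays into 3 and 3, 1 (the real one) gave a count that large and the highest of the others was 0 (limma, with 105 to 2042 probe sets at an unadjusted p under 0.05), and the 3 other splits that part all 3 cell lines gave 105, 139 and 165. These splits are too few for a share under 0.05. After quantile normalization, 86.9% of the 975 remained called in the same direction, and 617 did after scaling to a common median, while the 128 and 358 that lost their call all kept their direction, with a median absolute log2 fold change that went from 0.98 to 0.88 and from 0.97 to 0.93 (median standard error 0.181 to 0.185 and 0.170 to 0.196), which argues against the scaling of the arrays as the whole cause. The log2 ratio of 3' to 5' signal differed between doses by -0.13 for beta-actin, lower in 3 of 3 lines, and by -0.05 for Gapdh, lower in 1 of 3. Both are small beside the median absolute log2 fold change of the 975, 1.23, which argues against RNA quality as the whole cause. A smaller effect of RNA quality and the response to 1 Gy cannot be told apart for these probe sets, as RNA quality may have moved with the dose.

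The rise of NF-κB genes (15 members, 0 in the highest of the other 9 splits) and of B cell activation genes (10, and 0) was again largest in 1 of 10 splits, the real one, which are too few for a share under 0.05. After quantile normalization, 100% of the 15 NF-κB members were still called higher, and after scaling to a common median the list had 13 members called higher. RNA from myeloid cells was not excluded, since the myeloid transcript Lyz2 reached at most 25.0 on any array but signals of different probe sets do not compare, and of 5 measured myeloid markers Tyrobp rose and 3 were higher when adjusted over the list alone while Csf1r and Fcgr3 were lower in 3 of 3 lines. RNA from myeloid cells stays open beside a smaller effect of RNA quality and the response to the dose, which the design does not separate.

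Rag1 and Rag2, the recombinase genes that cut antigen receptor loci in pre-B cells, fell, which the paper does not discuss for irradiated cells. Their log2 fold changes were -1.77 (16771 ± 2990.3 to 4902 ± 669, adjusted p = 0.0188 from limma) and -2.40 (1509 ± 381 to 283 ± 63.6, adjusted p = 0.0185), lower in 3 of 3 lines. After quantile normalization and scaling to a common median both stayed called, with a highest adjusted p of 0.0298 (limma), which argues against the scaling. The other 27 measured pre-B cell and recombination genes had a median log2 fold change of -0.12 (interquartile range 0.702), which argues against a fall of pre-B cell transcripts as a group. A response of the 2 genes to irradiation is a candidate explanation, beside a smaller effect of RNA quality. Both kept their call without the replicate 1 mock array and lost it without each other array (adjusted p of 0.0653 to 0.0870, limma).

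Sema7a, which the paper does not discuss, rose, with a log2 fold change of 4.47 from mock signals mostly under 100 (3.79 with the floor of 100, chosen after the values were seen). The immediate early genes, a list the paper does not discuss either, had 6 members that rose and 0 that fell among 27 measured. No explanation was tested for these 2 results.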

How the results depend on the processing

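The floor of 100 was chosen after the data had been seen, and the tests under all other settings were set before that. Each value below is from limma except under the methods' test.

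Higher signals of NF-κB, B cell activation, p53 target, Nrf2, Fig. 2A and Fig. 4A genes, called in 15, 10, 2, 3, 6 and 4 members, depended on how the line-to-line spread and dim probe sets were treated. With the cell line as a block, 3974 probe sets changed (1475 higher, 2499 lower), and 27 NF-κB, 18 B cell, 13 p53 target and 8 Fig. 4A genes rose. The block removes the spread between lines from the error. Without a filter on dim probe sets, 1 probe set rose and 0 fell (5391 at an unadjusted p under 0.05), and 0 genes of each list were called, and the cause was not tested. Taking probe sets at 100 or above on 3 or more arrays gave 6 p53 targets, log2 of the signal plus 16 gave 4, a trend in the prior gave 1515 probe sets (690 higher) and 5 p53 targets, and the mean of all probe sets of a gene gave 5 p53 targets and 7 Fig. 4A genes. Scaling to a common median gave 642 probe sets (274 lower). The methods' test with unadjusted p and 1.5-fold gave 2850 (1121 higher, 1729 lower), with 24 NF-κB, 10 p53 target, 5 Nrf2 and 7 Fig. 4A genes, and after Benjamini-Hochberg adjustment 352 (172, 180), with 9 NF-κB, 4 B cell, 1 p53 target, 1 Nrf2, 3 Fig. 2A and 1 Fig. 4A genes. With the line as a factor it gave 3158 (1166, 1992), with 26, 16, 10 and 7 NF-κB, B cell, p53 target and Fig. 4A genes. The floor of 100 gave 1476 (635, 841) and 6 p53 targets. For these settings too the cause was not tested.

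With 1 array or 1 line left out, fewer samples gave 0 to 120 probe sets (0 to 73 higher, 0 to 47 lower), and 0 to 7 NF-κB, 0 to 3 B cell, 0 p53 target, 0 to 1 Nrf2, 0 to 3 Fig. 2A and 0 to 1 Fig. 4A genes higher. The arrays whose loss left 0 probe sets were both of replicate 2 (3748 and 4283 at an unadjusted p under 0.05), as was the loss of line 1, 2 or 3 (3350, 3109 and 3863). Of the 62 called genes that the naming rule picked, 0 kept the call in each of these fits. No gene could, since some of the fits called 0 probe sets, so that this count does not measure how stable these genes are. Among the genes of the rule, the only fold change that changed sign was that of Nfe2l2, not called, which ranged from -0.36 to 0.077 with arrays left out, positive without the 0 Gy array of replicate 2 (0.077) and without replicate 2 (0.0077).

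Of the 72 genes of the naming rule, which leaves out those chosen after their values were seen, quantile normalization ended the call of 1 and median scaling of 6, the block added 7, and a minimum of 1.5-fold changed 0. That minimum could change none, as all 975 calls reached it. Using no filter ended 62 calls, the methods' test after Benjamini-Hochberg adjustment 40, and the mean of all probe sets ended 5 and added 3. The minimum of 100 on 3 or more arrays and log2 of the signal plus 16 each added 2, and a trend 4. The methods' test at the paper's thresholds added 7, and with the line as a factor ended 1 and added 6. Of the 24 lists tested with camera, an estimated correlation ended the call of 4, and quantile normalization and median scaling of 1 each. The block ended 1 call and added 2, the mean of all probe sets of a gene ended 1 and added 1, and leaving out 1 array ended 0 to 2 and added 0 to 3. Depth limits genes near background, since median signals were 51.9 to 59.6, under the minimum of 100, and a fold change from so dim a signal is not precise.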

Differences from the paper's values

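The tests with the floor of 100 were chosen after the data had been seen, and the other alternatives were set before the data were examined.

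The paper states that 1940 probe sets changed (the paper's value), at an unadjusted p of 0.05 and 1.5-fold, and 975 changed here at an adjusted p under 0.05 (limma). At the paper's thresholds the count here was 2850, which lies within 1.5 times the paper's. Counts at an adjusted p under 0.05 without a fold minimum do not compare like with like. Of those, 1354 (100 or above on 3 or more arrays) and 1515 (trend in the prior) also lie within 1.5 times the paper's. The counts with the line as a block (3974), no filter (1), quantile normalization (959), median scaling (642), log2 of the signal plus 16 (1100), an added 1.5-fold minimum (975), the methods' test after Benjamini-Hochberg adjustment (352) or with the line as a factor (3158), and arrays or lines left out (0 to 120) do not. The floor of 100, chosen after seeing the values, gave 1476, and drops 0 of the 13 called genes that the paper names.

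For Socs1, the paper's fold change is -2.51, and the one here is -5.79. Under the alternatives set before the data were examined it lay between -6.51 and -4.73, none within 1.5 times the paper's value. The irradiated Socs1 signals were 48.5 to 71.8, under the minimum of 100, so that its exact fold change is not precise. The floor of 100, chosen after seeing the values, gave -3.29, within 1.5 times the paper's value, and drops 0 of the 13 called genes that the paper names.

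The paper's text reports higher expression of Rras and cites Fig. 4A, which lists Rras2 and not Rras. Rras2 rose here, with a log2 fold change of 2.72 (adjusted p = 0.0185 from limma). For Rras itself the log2 fold change was 0.20 (adjusted p = 0.596 from limma), higher in 3 of 3 lines, and no setting called it. Txnrd1, which the paper gives as raised, had 0.89 (adjusted p = 0.116), higher in 3 of 3 lines, and was called by the methods' test at the paper's thresholds and when adjusted over the paper's 3 Nrf2 genes alone. The paper also reports higher Txnrd1 mRNA by qRT-PCR in the 3 lines, the collection time of the arrays included. Maff and Sqstm1, which the paper names beside Txnrd1, rose here.

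Cd40, shown as raised in Fig. 2A, had a log2 fold change of 2.97 (adjusted p = 0.0793 from limma), and was called with the line as a block, with a trend, by the methods' test at the paper's thresholds, with or without the line, and when adjusted over the genes of Fig. 2A alone. The other 6 genes of Fig. 2A reported here rose.

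Fig. 4A shows Ccnd2, Runx1, Trim24 and Bcl10 as raised and Brca2 and Smarcb1 as lowered. With the probe sets taken here none of these 6 was called, and each had the direction the paper gives in 3 of 3 lines. Rras2, Bcl6, Pim1 and Mir155hg rose and Socs1 fell. Adjusted over the genes of Fig. 4A alone, all 6 were called. Of the other settings, the line as a block called Ccnd2. Runx1 was called with the block, by the methods' test at the paper's thresholds with or without the line, and with the mean of all probe sets. Trim24 and Bcl10 were called under those 4 settings, with 100 or above on 3 or more arrays, with log2 of the signal plus 16 and with a trend, and, chosen after seeing the values, with the floor of 100. Brca2 and Smarcb1 were called with the block and by the methods' test at the paper's thresholds with or without the line, Smarcb1 also with a trend and, chosen after seeing the values, with the floor of 100. That floor drops 0 of the 13 called genes that the paper names. Where Fig. 4A prints another probe set of a gene than the one taken here, that probe set was not called either for Bcl10 (adjusted p = 0.0521 from limma), Ccnd2 (0.113) and Runx1 (0.0980). Further probe sets were called for Bcl10 (adjusted p of 0.0321 and 0.0341 from limma) and Runx1 (0.0459).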

Other observations

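The tests of Ikzf1, Junb and Ier5 were chosen after the result was seen, and the lists are those of the processing summary.

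In DNA end joining and break signalling, 0 rose and 2 fell of 21 measured (1 and 3 when adjusted over the list alone, camera adjusted p = 0.162 from limma), namely Atm and Lig4, the ligase of end joining, which fell from 3024 ± 231 to 1079 ± 41.1 (log2 fold change -1.48, adjusted p = 0.0109). In homologous recombination and Fanconi genes, 0 rose and 1 fell of 16 measured (1 and 1 when adjusted over the list alone, camera adjusted p = 0.222 from limma). The gene was Rpa1, which binds single-stranded DNA, from 4188 ± 618 to 1832 ± 152 (log2 fold change -1.19, adjusted p = 0.0273). With the cell line as a block, 3 and 5 genes of these lists fell and 1 and 1 rose. Without single arrays, limma called 0 to 1 and 0 lower, with 3 to 6 and 2 to 6 at an unadjusted p under 0.05.

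Among pre-B cell genes, Irf8, a transcription factor of B cell precursors, rose by 1.70 on the log2 scale, and Btk, a kinase of the pre-B cell receptor, and Ikzf1, the lymphoid factor Ikaros, had log2 fold changes of -1.26 and -0.90 (adjusted p of 0.0453, 0.0288 and 0.0341 from limma, each in 3 of 3 lines). Of all 29 pre-B cell and recombination genes, 2 rose and 4 fell (4 and 5 when adjusted over the list alone, camera adjusted p = 0.998, limma, with a direction upward that turned downward after quantile normalization, against a median log2 fold change of -0.16), and without single arrays limma called 0 to 2 lower and 0 higher (5 to 8 and 3 to 5 at an unadjusted p under 0.05). With the block 4 rose and 7 fell.

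The immediate early genes that rose were Ier3, Atf3, Klf10, the phosphatase gene Dusp1 (log2 fold change 2.03, adjusted p = 0.0208 from limma), and, chosen after their values were seen, Junb (1.61) and Ier5 (1.51). Adjusted over the list alone, 12 rose and 1 fell, and the set stood above other genes (camera adjusted p = 2.04e-07 from limma) but not with an estimated correlation (adjusted p = 0.0730). Without single arrays 0 to 3 were called higher (12 to 13 at an unadjusted p under 0.05), and with the block 14 rose and 1 fell.

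Among heat shock and chaperone genes, 1 rose and 0 fell of 16 measured (3 and 0 when adjusted over the list alone, camera adjusted p = 0.0876 from limma, 0.0431 without the replicate 1 irradiated array and 0.0332 without the replicate 2 mock array), which was Hspa1b. With an estimated correlation and no array left out, the camera adjusted p of the heat shock set was 0.677 (limma). In the BCL2 family and caspases, 2 rose and 1 fell of 18 measured (4 and 3 when adjusted over the list alone, camera adjusted p = 0.218). The proapoptotic Bcl2l11 (BIM) and the antiapoptotic Bcl2l1 (BCL-XL) rose, by 0.87 and 0.74 on the log2 scale, and Casp9, an initiator caspase, had a log2 fold change of -1.44 (adjusted p = 0.0400 from limma). In JAK-STAT and SOCS genes, 3 rose and 1 fell of 25 measured (4 and 4 when adjusted over the list alone, camera adjusted p = 0.0519, 0.00826 with the cell line as a block and 0.273 with an estimated correlation, limma), where Stat6, the factor downstream of interleukin 4, rose by 1.17. The JAK-STAT set passed camera with the mean of all probe sets of a gene (0.0489), without either array of replicate 1 (mock 0.0385, irradiated 0.0441), without the replicate 2 irradiated array (0.0423) and without the replicate 3 mock array (0.0345). Of interferon-stimulated genes, 0 rose and 1 fell of 15 measured (0 and 2 when adjusted over the list alone), with a median log2 fold change of 0.08, a mean of -0.07 and a camera direction downward (adjusted p = 0.787 from limma). Igtp, an interferon-induced GTPase, was the gene that fell (log2 fold change -0.82). Of cytosolic ribosomal protein genes, 0 rose and 0 fell of 43 measured (0 and 0 when adjusted over the list alone, 1 and 0 at an unadjusted p under 0.05, camera adjusted p = 0.102 from limma), and their median of 0.03 turned negative after quantile normalization. The cell line as a block gave other counts, where 3 heat shock genes rose and 2 fell, 5 and 3 in the BCL2 family and caspases, 6 and 4 in JAK-STAT and SOCS genes, 2 and 5 among interferon-stimulated genes, and 1 and 0 among ribosomal protein genes. The ribosomal set passed camera without the replicate 1 mock array (adjusted p = 0.00913, limma) and without the replicate 2 irradiated array (1.08e-04). Both values are with the preset correlation, and with an estimated correlation and no array left out its camera adjusted p was 0.896 (limma). Without any single array, 0 genes of these 5 lists were called, except Socs1 without the replicate 1 mock array (limma), while 3 to 5 heat shock, 4 to 5 BCL2 family and caspase and 4 to 7 JAK-STAT genes were higher, and 2 to 5 interferon-stimulated genes lower, at an unadjusted p under 0.05.

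Markers of other cells were mostly below the minimum. Of T cell markers 2 were measured and 0 called (0 at an unadjusted p under 0.05, limma), of erythroid markers 2, where Tfrc, the transferrin receptor that dividing cells also express, fell (log2 fold change -1.47, adjusted p = 0.0183), and of stromal markers 0. Of 6 plasma cell markers 1 rose, Irf4, which pre-B cells also express, and of 5 myeloid markers 1 rose, the signalling adaptor Tyrobp (log2 fold change 1.41, adjusted p = 0.0292), and 0 fell in either. Adjusted over the list alone or at an unadjusted p under 0.05, 3 myeloid markers were higher and 0 lower, and with the cell line as a block 3 and 1 (limma). The block gave 0 higher and 1 lower T cell markers, 1 and 1 erythroid markers, and 1 and 3 plasma cell markers. The camera adjusted p were 0.915, 0.740, 0.915 and 0.0753 in the same order of lists with measured genes (limma), and for the myeloid list 0.355 with an estimated correlation, 0.0450 without the replicate 1 irradiated array and 0.0203 without the replicate 3 mock array.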
